A study of Mus musculus with 6 samples.

How the data were processed

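RNA from 6 cultures of primary mouse hippocampal neurons, 3 treated with DMSO and 3 with forskolin, had been extracted with Trizol and chloroform and made into Illumina libraries, per the labels' protocols. The labels put each library in its group and number the libraries 1 to 6 across both groups, so that no library of one group shares a number with one of the other and no pairing was possible. They give no batch, date or sex.

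The authors deposited raw counts, whole numbers of reads per gene symbol with 1 column per library; the aligner, the counting tool, the strand setting, the genome build and the annotation are not stated in the labels or the file headers. The table has 37411 gene rows, of which 10748 hold 0 counts in every library and 110 are named by a transcript identifier. A separate table of the authors' deposited results for forskolin against DMSO gives, per the file headers, a mean normalised count per gene (a signal over the libraries), a log2 fold change with its standard error, a test statistic (a score), and a p-value with its adjusted value. The software is not stated there; the column names are those that DESeq2 writes, the score equals the log2 fold change divided by its standard error to within 3.44e-08, and a first column of ranks reaches 1224, so that the 132 genes are part of a longer table. That table was used for the overlap with the genes called here, the membership of the gene lists, and a comparison of its fold changes and standard errors with those computed from the counts.

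Total counts ranged from 28342764 to 47548379 per library. For genes with high counts the spread between the 3 cultures of a group sets the precision; for tested genes with few counts per library, some of the named ones included, counting error adds to it.

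Gene annotation came from GENCODE M21 (mouse GRCm38), which need not be the annotation the authors used. It was matched by symbol and used for gene biotype, GC content, genomic span and neighbouring genes; no coordinates are printed because the authors' build is not stated. Of the gene rows, 36174 (96.7%) matched, and the 1237 without a match held 1.24% of counts. They stayed in the tests. Long noncoding genes were 8472 rows. GC content was that of each gene's longest transcript.

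Computation used R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Genes were kept with edgeR's filterByExpr (minimum count 10, minimum total count 15), which left 16233. Library sizes were scaled with TMM factors. The model had an intercept and the group; it was fitted with glmQLFit and tested with glmQLFTest, and p-values were adjusted by Benjamini-Hochberg over all tested genes, with a threshold of 0.05. Fold changes are forskolin over DMSO on the log2 scale, with a standard error taken as the absolute log2 fold change divided by the square root of the F statistic. CPM values are counts divided by the TMM-scaled library size on the usual scale of the unit. Log2 CPM for principal components, library medians and set tests used a prior count of 2. Values per group are mean ± SD of the 3 libraries. Differences in a single library measure were tested with an exact two-sided permutation test over all regroupings of 3 against 3, whose smallest p-value is 0.1. A group was taken to be at the floor where each of its libraries held 3 counts or fewer.

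The gene lists (primary response, late response, cAMP pathway, and markers of astrocytes, the oligodendrocyte lineage, microglia and neurons), the tests, the alternatives and the rule for naming genes were all fixed before the data were examined. Sets were tested with limma's fry, in its directional form unless the mixed form is named, with p-values adjusted over the 7 lists. Camera was run with a preset correlation of 0.01 and with an estimated one. No gene is in more than 1 list. The number of list members with a mean of at least 1 CPM in the DMSO cultures was 40 of 40 for the primary response, 21 of 22 tested for the late response, 32 of 32 for the cAMP pathway, 12 of 12 for astrocytes, 11 of 12 for the oligodendrocyte lineage, 6 of 12 for microglia and 14 of 14 for neurons.

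Genes named in the text follow a rule. Among genes with an adjusted p-value under 0.05, non-overlapping groups in CPM and a mean count of at least 20, the 6 largest increases and the 4 most negative changes were named. Fos, Npas4, Nr4a1, Arc, Egr1, Crem and Bdnf were named whatever their values, and up to 4 noncoding genes past the threshold with the smallest p-values were named. Other genes, such as members of the marker lists and neighbours of noncoding genes, were chosen after their values were seen, and the values of some marker genes are not reported here.

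The alternatives fixed at the start were DESeq2, limma-voom and limma with library quality weights; RLE factors, upper-quartile factors and library size alone in place of TMM; no low-count filter, a mean CPM of at least 1 and a mean count of at least 50; a robust dispersion prior; a glmTreat fold of at least 1.2; and leaving out each library in turn. DESeq2 adjusted p-values that were missing stayed missing. Further alternatives were added after the data had been seen: a correction for GC content, the removal of the 2 mitochondrial ribosomal RNA genes before library sizes were summed, and the GC correction together with leaving out library 6. The GC correction subtracted from each library, through the offset of the edgeR model, a lowess trend (span 0.3) of the deviation of log2 CPM from the gene's mean on GC content, estimated on genes with a mean of at least 1 CPM.

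The code was tested on simulated counts drawn from the real means and library sizes. With 200 genes changed among 15992, edgeR recovered 66.5% of them, and 4.32% of its calls were unchanged genes; with no gene changed it called 0 of 15987. With a trend on GC content added, the Spearman correlation of log2 fold change with GC over 15941 genes went from -0.59 to -0.0028 on correction, the number of unchanged genes called went from 34 to 7, and 63.0% of the changed genes were recovered. Of 200 random lists of unchanged genes, 3.50% had an unadjusted fry p-value under 0.05. The simulated genes were drawn independently of each other, whereas genes of the real lists vary together. The correlation that camera estimated ran from 0.025 for astrocytes to 0.93 for microglia. The 3.50% therefore does not give the error rate of fry for such lists.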

Results

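RNA was sequenced from primary cultures of mouse hippocampal neurons, prepared from newborn (P0) pups of an outbred strain and used after 16 days in vitro. Each culture received forskolin or an equal volume of its solvent, dimethyl sulfoxide (DMSO), for 30 min. Forskolin is a plant diterpene that activates adenylyl cyclase and so raises intracellular cyclic AMP (cAMP); it was given at 50 µM. The comparison asks which transcripts change soon after cAMP rises. There were 3 DMSO libraries (1, 2 and 3) and 3 forskolin libraries (4, 5 and 6), and the labels give no batch.

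The values analysed were the deposited counts per gene. Total counts were 28342764, 31256124 and 35304310 in DMSO libraries 1, 2 and 3, and 47548379, 36942935 and 34139191 in forskolin libraries 4, 5 and 6. The totals of the groups overlapped, since library 6 lay below library 3 (exact two-sided permutation test of the group means, p = 0.2). With 3 libraries against 3 this test cannot give a p-value under 0.1. The 2 mitochondrial ribosomal RNA genes took 14.0, 23.7 and 19.8% of counts in libraries 1, 2 and 3, and 29.6, 33.3 and 26.9% in libraries 4, 5 and 6. Every forskolin library lay above every DMSO library in this share, with means of 29.9 ± 3.21% (SD, n = 3) and 19.2 ± 4.89% (SD, n = 3) and the smallest p-value the exact permutation test allows, 0.1. At these depths the 95% Wilson interval of the share in library 1 ran from 14.01 to 14.04%, so that counting error was small beside the spread between libraries. Such intervals cover counting error only, since the counts carry no molecular identifiers. No pair of libraries was alike within sampling noise: the chi-square per degree of freedom over genes ranged from 30.3 (libraries 2 and 3) to 283 (libraries 1 and 5).

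The libraries did not fall into their groups on the main axis of variation. The first principal component of log2 CPM (counts scaled to a common library size) held 58.5% of the variance. Its scores were -25.3, -24.8 and -45.7 for DMSO libraries 1, 2 and 3, and 66.3, 73.7 and -44.2 for forskolin libraries 4, 5 and 6. Library 6 had a Pearson correlation of 0.983 with DMSO library 3 across genes, against 0.943 with library 4 and 0.940 with library 5; libraries 4 and 5 correlated at 0.987. These coefficients are across genes, which are not independent replicates.

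Of 16233 genes tested with edgeR's quasi-likelihood test, 245 had a Benjamini-Hochberg adjusted p-value under 0.05. Of these, 28 were higher and 217 lower with forskolin, and 11.4% of the calls were therefore increases. At an unadjusted p-value under 0.05 there were 3619 genes. The smallest adjusted p-value was 0.0188, and the common biological coefficient of variation was 0.290. All 245 called genes had non-overlapping groups. Among all tested genes, 4294 (26.5%) had non-overlapping groups, where chance gives 10%. The 28 higher genes had fitted log2 fold changes from 0.86 to 5.24 with a median of 2.49. The 217 lower genes ranged from -2.72 to -0.55 with a median of -0.89. In 2 of the 245 genes a whole group lay at or under 3 counts in each library, so that their fitted fold changes have no defined size. The alternative that moved the count most, limma with library quality weights, called 6795 genes (3403 higher and 3392 lower). The count also rested on library 6: without it edgeR called 5698 genes (2796 higher and 2902 lower), whereas without any other single library it called 0, with 1945 to 3216 genes at an unadjusted p-value under 0.05. The fit without library 6 leaves only forskolin libraries 4 and 5. Both had higher microglia markers (median log2 ratios to the DMSO mean of 4.50 and 5.23) and lower neuron markers (-0.81 and -0.84). Its calls therefore cannot be told apart from a difference in cell composition. DESeq2 on the 6 libraries and the genes kept for edgeR called 1775, of which 796 were higher and 979 lower, so that increases were 44.9% of the calls. Scaling by library size alone moved the median log2 fold change of all tested genes from 0.02 to -0.09.

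Fold changes depended on the GC content of the genes. The median GC content of the longest annotated transcript was 59.9% among the 213 lower genes that have a value, 47.9% among the 27 higher genes that have one and 49.5% among 15769 tested genes (97.1% of those tested). Across tested genes the Spearman correlation of log2 fold change with GC content was -0.51. For the tenth of genes highest in GC, the median log2 ratio to the DMSO mean was 0.04, 0.06 and -0.10 in DMSO libraries 1, 2 and 3, and -0.39, -0.48 and -0.72 in forskolin libraries 4, 5 and 6 (exact permutation p = 0.1, the smallest possible). For the tenth lowest in GC it was -0.17, -0.10 and 0.28 in the DMSO libraries and 0.43, 0.63 and 0.31 in the forskolin libraries (exact permutation p = 0.1). When each library's trend on GC content was removed, edgeR called 0 genes, with 1911 at an unadjusted p-value under 0.05 and a smallest adjusted p-value of 0.0696. There is then no split into higher and lower calls to set beside the 28 and 217. The median log2 fold change of the 28 higher genes was 2.43 after this correction, and that of the 217 lower genes was -0.39.

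**Figure D1:**
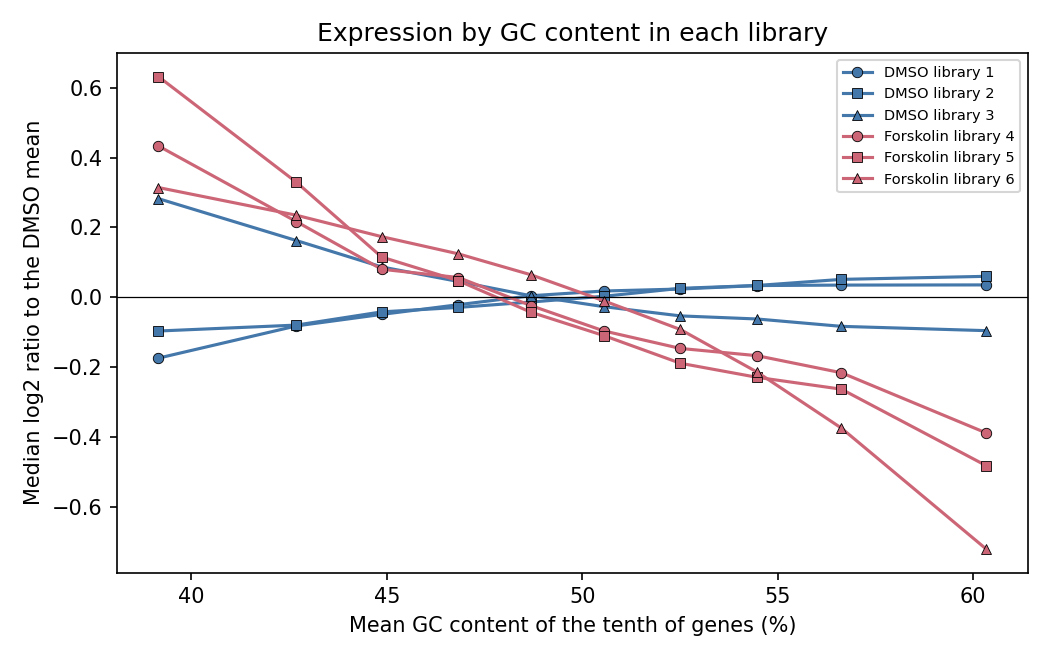
Median log2 ratio to the DMSO mean (vertical axis) for 10 equal groups of genes ordered by GC content (horizontal axis, mean GC in percent), with one line per library, DMSO in blue and forskolin in red. In the group highest in GC, forskolin libraries 4, 5 and 6 lie at -0.39, -0.48 and -0.72, below the DMSO libraries at 0.04, 0.06 and -0.10.

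The 6 largest increases were taken among called genes with a mean count of at least 20. They were those of Klf4, Maff, a transcript given only as ENSMUST00000107761.1, Fosb, Gm26586 and 1700016P03Rik. Klf4 had 2.44, 1.15 and 1.23 CPM in DMSO libraries 1, 2 and 3, and 59.3, 52.2 and 11.6 CPM in forskolin libraries 4, 5 and 6 (edgeR log2 fold change 4.67 ± 0.69 (SE), adjusted p = 0.0381). Maff rose from 4.18 ± 1.91 to 54.5 ± 24.1 CPM (SD, n = 3; log2 fold change 3.71, edgeR adjusted p = 0.0314), and library 6 was again the lowest of the treated libraries, at 26.7 CPM. ENSMUST00000107761.1 rose from 5, 6 and 2 counts to 68, 55 and 52 counts (log2 fold change 3.48, edgeR adjusted p = 0.0302). Fosb rose from 6.13 ± 4.46 to 63.6 ± 15.9 CPM (SD, n = 3; log2 fold change 3.38, edgeR adjusted p = 0.0402). Gm26586, an antisense gene, rose from 0.351 ± 0.112 to 3.23 ± 1.71 CPM (log2 fold change 3.19, edgeR adjusted p = 0.0432). The noncoding gene 1700016P03Rik, whose annotated span holds the microRNAs Mir132 and Mir212, had 1.12, 0.624 and 0.842 CPM in the DMSO libraries and 6.73, 7.20 and 9.74 CPM in libraries 4, 5 and 6 (log2 fold change 3.19 ± 0.31 (SE), edgeR adjusted p = 0.0204). Without library 6 each of these 6 genes stayed past 0.05, and without any other single library each did not.

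Among called genes with a mean count of at least 20, the 4 with the most negative changes were Nrarp, Hist1h2ae, Epha10 and Kcnk12. Nrarp fell from 59, 55 and 58 counts to 11, 15 and 4 counts (log2 fold change -2.72 ± 0.45 (SE), edgeR adjusted p = 0.0445). Hist1h2ae had 74, 56 and 41 counts in the DMSO libraries and 17, 15 and 11 counts in the forskolin libraries (log2 fold change -2.22, adjusted p = 0.0426); it belongs to a family of near-identical histone genes among which reads can be split, so its value is uncertain. Epha10 fell from 3.37 ± 0.545 to 0.746 ± 0.0870 CPM (SD, n = 3; log2 fold change -2.17, edgeR adjusted p = 0.0276). Kcnk12, with a GC content of 69.4%, fell from 7.04 ± 1.09 to 1.58 ± 0.592 CPM (SD, n = 3; log2 fold change -2.15, edgeR adjusted p = 0.0417). With the GC trend removed, the log2 fold change of Kcnk12 was -0.998 (edgeR adjusted p = 0.237). Those of Nrarp, Hist1h2ae and Epha10 changed less, to -2.57, -2.06 and -1.70 (edgeR adjusted p = 0.167 for each). With library 6 left out as well all 4 genes passed the threshold, Kcnk12 with a log2 fold change of -0.842 (edgeR adjusted p = 0.0168).

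Of 7 genes of the cAMP and activity response named before the data were examined, only Fos was among the 245 genes that edgeR called. Without a low-count filter, edgeR on the same libraries also called Nr4a1 (adjusted p = 0.0368) and Arc (0.0436). With DESeq2 on the same libraries Nr4a1 (adjusted p = 5.38e-06), Arc (2.95e-05) and Crem (0.00100) also passed. Library quality weights passed Npas4 (0.0191), Nr4a1 (0.00276), Arc (0.00546), Egr1 (0.0130) and Crem (0.00522) as well. With edgeR without library 6, Nr4a1 (0.00478), Arc (0.0178), Egr1 (0.0346) and Crem (0.00952) did. Fos had 186, 109 and 101 CPM in DMSO libraries 1, 2 and 3, and 831, 902 and 448 CPM in forskolin libraries 4, 5 and 6 (log2 fold change 2.46 ± 0.36 (SE), edgeR adjusted p = 0.0376). Nr4a1 (log2 fold change 2.20, adjusted p = 0.0653) and Arc (1.69, adjusted p = 0.0660) lay above every DMSO library in all 3 forskolin libraries. Neither was among the 245 edgeR calls. The same held for Crem, with a log2 fold change of 0.68 (adjusted p = 0.0934), and for Npas4, with 1.38 (adjusted p = 0.219). DMSO library 1 held 105 CPM of Npas4, whereas libraries 2 and 3 held 25.5 and 24.9 CPM and forskolin libraries 4, 5 and 6 held 112, 150 and 144 CPM. The log2 fold change of Npas4 ranged from 1.04 to 2.45 over the alternatives. It was highest without library 1 (edgeR adjusted p = 0.0968). Egr1 was above every DMSO library in 2 of 3 forskolin libraries (log2 fold change 0.63, adjusted p = 0.196). Bdnf overlapped between the groups, at 40.5 ± 8.08 and 44.0 ± 13.4 CPM (SD, n = 3; log2 fold change 0.12, edgeR adjusted p = 0.794). Its direction changed without library 5, where the log2 fold change was -0.10, and with the GC trend removed, where it was -0.28.

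**Figure D2:**
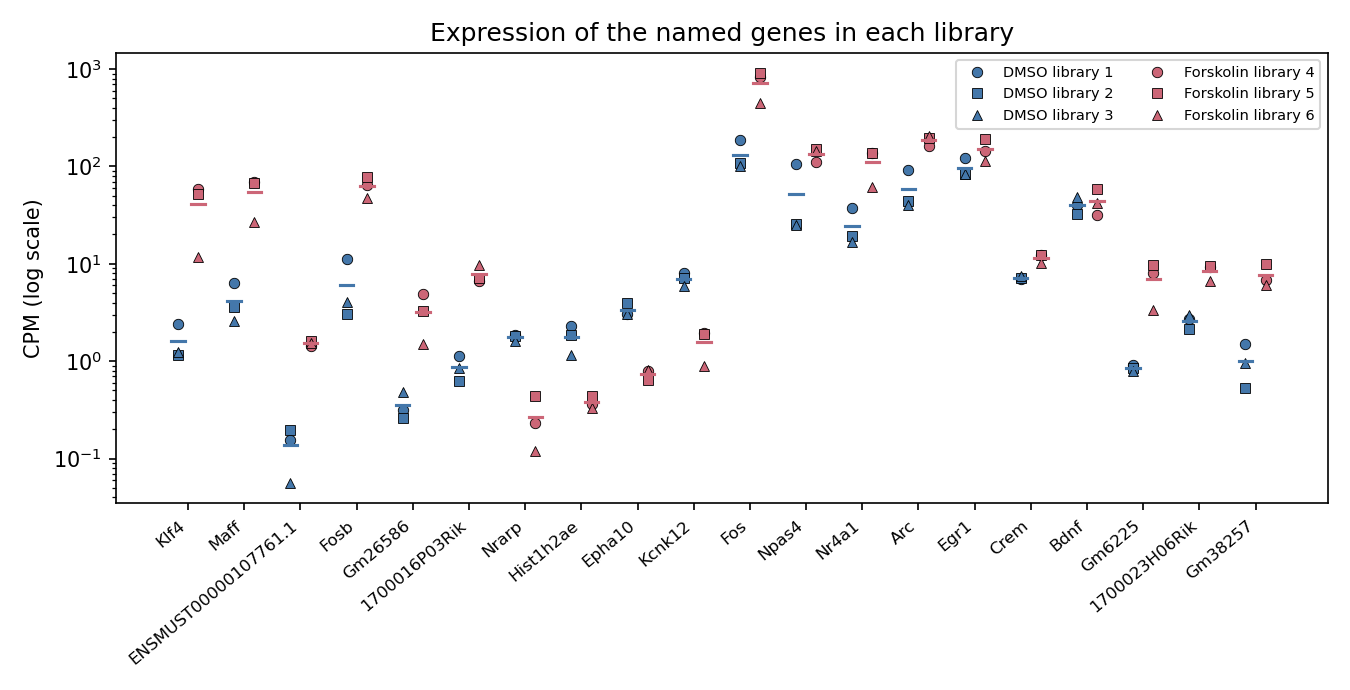
Expression of each named gene in CPM on a log scale (vertical axis), with one point per library, DMSO in blue and forskolin in red, and a horizontal bar at the mean of each group of 3. Fos lies between 101 and 186 CPM in the DMSO libraries and between 448 and 902 CPM in the forskolin libraries, while Bdnf overlaps between the groups.

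Gene lists written before the data were examined were tested as sets with limma's fry, and p-values were adjusted over the 7 lists. The 40 primary response genes had a median log2 fold change of 0.82 and were higher in 35 of 40 by fitted fold change, with an unadjusted fry p-value of 0.00956 and an adjusted one of 0.0669. Of these 40 genes, 10 were called higher and 0 lower over all genes tested, and 21 higher and 1 lower when adjusted over the list alone. Their median log2 ratio to the DMSO mean was 0.34, -0.13 and -0.17 in DMSO libraries 1, 2 and 3, and 1.30, 1.09 and 0.43 in forskolin libraries 4, 5 and 6 (exact permutation p = 0.1). The list lay past the threshold without library 6 (fry adjusted p = 0.0113) and with the GC trend removed (0.0107). Over all alternatives tested with fry the adjusted p-value ranged from 0.00552 to 0.301. Camera, a different set test, gave adjusted p-values of 8.21e-12 with the preset correlation and 0.798 with the estimated one. The 22 tested late response genes had a median of -0.15 (fry adjusted p = 0.500), with 1 called higher and 1 lower both over all genes and adjusted over the list alone. The 32 cAMP pathway genes had a median of -0.11 (fry adjusted p = 0.373), with 0 higher and 1 lower over all genes, and 0 higher and 2 lower adjusted over the list alone.

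Marker lists of 4 cell types were tested in the same way, to see whether the cultures differed in composition. The 12 microglia markers had a median log2 fold change of 4.39, but the fry adjusted p-value was 0.328. None of these 12 genes was called over all genes by edgeR on the 6 libraries, where 3619 genes had an unadjusted p-value under 0.05, and 11 were higher when adjusted over the list alone. DESeq2 on the same libraries, limma with quality weights and edgeR without library 6 each called 11 of the 12 higher over all genes. The median log2 ratio of these markers to the DMSO mean was 4.50 in library 4, 5.23 in library 5 and -0.11 in library 6, against 0.31, 0.01 and -0.38 in the DMSO libraries. Without library 6 the fry adjusted p-value was 0.00968. The 12 markers of the oligodendrocyte lineage had library medians of 1.36, 1.05 and -0.47 in libraries 4, 5 and 6 (fry adjusted p = 0.902), with 0 called over all genes, and 4 higher and 2 lower adjusted over the list alone. The direction that fry gave for this list was down with all 6 libraries and up without library 6, where its adjusted p-value was 0.0349. The 14 neuron markers had library medians of -0.81, -0.84 and 0.27 in libraries 4, 5 and 6 (fry adjusted p = 0.328), with 2 lower over all genes and 4 lower adjusted over the list alone. Without library 6 the fry adjusted p-value was 0.0349. The 12 astrocyte markers had library medians of 0.18, -0.01 and -0.11 in libraries 4, 5 and 6 (fry adjusted p = 0.559), with 0 called over all genes and 0 adjusted over the list alone. The mixed form of fry, which disregards direction, gave adjusted p-values of 0.00267 for the primary response and 0.0226 for the late response. It gave 0.0382 for the oligodendrocyte lineage and 0.0182 for neurons. The cAMP pathway (0.121), astrocyte (0.195) and microglia (0.158) lists stayed over 0.05 in it. Limma's camera with a preset correlation of 0.01 gave adjusted p-values of 8.21e-12 for the primary response, 2.20e-04 for microglia and 0.0133 for neurons. On the 6 libraries without the GC correction, none of these 3 calls held under directional fry. None held there under camera with an estimated correlation, which gave 0.798 for each. Without library 6 all 3 lists passed under fry (0.0113, 0.00968 and 0.0349). With the GC trend removed the primary response did (0.0107).

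**Figure D3:**
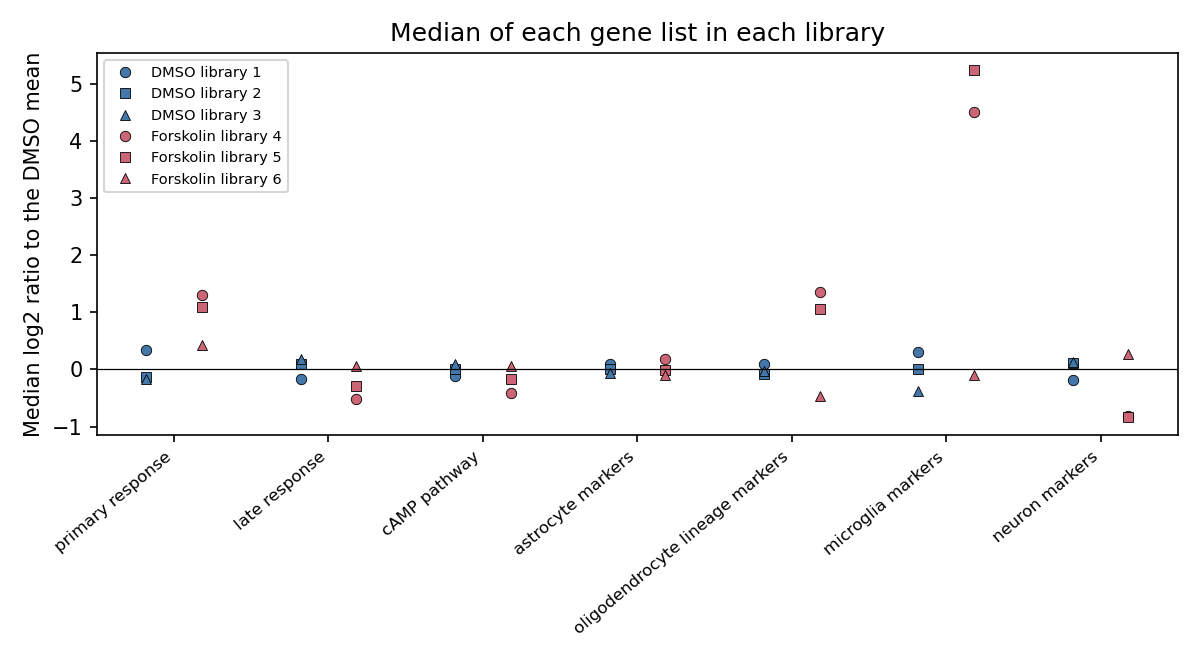
Median log2 ratio to the DMSO mean (vertical axis) of the genes of each list (horizontal axis), with one point per library, DMSO in blue and forskolin in red. The microglia markers lie at 4.50 and 5.23 in forskolin libraries 4 and 5 and at -0.11 in forskolin library 6, while the primary response genes lie at 1.30, 1.09 and 0.43.

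Long noncoding genes made up 1613 of the tested genes, and 9 of them (0.558%) were called higher, against 18 of 13804 protein-coding genes (0.130%; odds ratio 4.30, two-sided Fisher's exact test p = 0.00120). Among the genes called lower, 1 was noncoding (0.0620%) and 212 were protein-coding (1.54%; odds ratio 0.0398, two-sided Fisher's exact test p = 2.58e-09). These tests treat genes as independent, which they are not. The excess of noncoding genes among the higher calls differed between settings: the odds ratio was 0.587 with DESeq2 (50 of 1613 noncoding and 713 of 13803 coding genes), 0.653 without library 6 and 0.825 with library quality weights. Without a low-count filter it was 1.01, with library size alone 3.87, and with a mean count of at least 50 it was 13.5 (two-sided Fisher's exact test p = 1.16e-06). Besides 1700016P03Rik, the noncoding genes with the smallest p-values were Gm6225, 1700023H06Rik and Gm38257, each with an edgeR adjusted p of 0.0371. Gm6225 rose from 0.848 ± 0.0603 to 7.02 ± 3.28 CPM (SD, n = 3; log2 fold change 3.05) and overlaps Crem in the annotation. 1700023H06Rik rose from 2.60 ± 0.419 to 8.44 ± 1.57 CPM (SD, n = 3; log2 fold change 1.70) and overlaps Arrdc3. Gm38257 rose from 0.993 ± 0.488 to 7.65 ± 2.06 CPM (SD, n = 3; log2 fold change 2.94) and overlaps Arl5b. In all, 7 of the 9 higher noncoding genes overlap a protein-coding gene. Whether the authors' counting used strand is not stated, so reads of the overlapping gene are not excluded for these 7.

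The authors' deposited table of forskolin against DMSO holds 132 genes, all with a positive log2 fold change, from 1.501 to 4.33. In the authors' deposited table the smallest mean normalised count is 126 and the largest adjusted p-value is 6.23e-04. All 132 genes of the authors' deposited table were above every DMSO library in library 4, and all 132 were in library 5, but only 39 were in library 6. Of the 131 genes of the authors' deposited table that were tested here, 131 had a positive fitted fold change and 13 had an edgeR adjusted p-value under 0.05. DESeq2 on the 6 libraries gave an adjusted p-value under 0.05 for 112 of the 132 genes in the authors' deposited table when fitted to every gene row, and for 113 when fitted to the 16233 genes kept for edgeR. The values of the authors' deposited table were not obtained again from the deposited counts: log2 fold changes of DESeq2 on the 6 libraries differed from it by a median of 0.20 and by up to 5.54, and mean normalised counts were 0.472 to 9.72 times those in the authors' deposited table. Whether the authors' deposited table rests on the same counts and libraries is not stated. The Spearman correlation of the log2 fold changes in the authors' deposited table with those of edgeR was 0.68 across genes. The authors' deposited table includes 16 of the primary response genes, 7 of the microglia markers, 3 of the oligodendrocyte lineage markers and 1 late response gene, and 0 of the astrocyte, neuron and cAMP pathway lists. The median standard error of the log2 fold change is 0.31 in the authors' deposited table, against 0.57 for the same genes with DESeq2 on the 6 libraries and 0.29 with DESeq2 without library 6. The fold changes went the other way. Without library 6 those of DESeq2 differed from the authors' deposited table by a median of 0.50, against 0.20 with the 6 libraries. The median ratio of mean counts was 1.35 without library 6 and 1.18 with the 6 libraries. The DESeq2 fold changes here were not shrunken towards no change, and whether those of the authors' deposited table were is not stated. Ctss had a log2 fold change of 1.76 there and 5.635 with edgeR, while Fos had 2.44 and 2.46. The measures may therefore be unlike, and these differences do not show which libraries the authors used.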

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

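No paired analysis was possible because the labels number the libraries 1 to 6 across both groups, so that the groups share no replicate number. The GC correction, the removal of mitochondrial ribosomal RNA and the GC correction without library 6 were chosen after seeing the data; the other alternatives were planned. Where a cause is not named, the cause was not tested.

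The number of calls rested on library 6. Across the 6 fits that each left out 1 library, the genes called ranged from 0 to 5698, those higher from 0 to 2796, those lower from 0 to 2902, the noncoding genes called from 0 to 286, and the genes shared with the authors' deposited table from 0 to 132. The upper end was in each case the fit without library 6, and the other 5 fits gave 0 calls with 1945 to 3216 genes at an unadjusted p-value under 0.05. Without library 6 all 28 higher and all 217 lower genes kept their calls. The fry adjusted p-values across these 6 fits ranged from 0.0113 to 0.301 for the primary response, 0.184 to 0.905 for the late response, 0.0620 to 0.848 for the cAMP pathway, 0.531 to 0.964 for astrocyte, 0.0349 to 0.964 for oligodendrocyte lineage, 0.00968 to 0.845 for microglia and 0.0349 to 0.845 for neuron markers. The lowest value was in each case that without library 6. The direction of the astrocyte list and of the oligodendrocyte lineage list turned up without library 1 (adjusted p = 0.938 for both), and that of the oligodendrocyte lineage also without library 6 (0.0349).

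The test moved the counts as well. DESeq2 on the genes kept for edgeR called 1775 genes (796 higher, 979 lower), 63 of them noncoding and 113 in the authors' deposited table; it kept 26 of the 28 higher and all 217 lower calls. Limma with library quality weights called 6795 (3403 higher, 3392 lower), 396 of them noncoding and 129 in the authors' deposited table. Limma-voom called 217 genes in all, but only 5 noncoding ones. A glmTreat fold of at least 1.2 left 42 genes (8 higher, 34 lower), 1 noncoding and 6 in the authors' deposited table. RLE factors gave 137 calls (113 lower) with 6 noncoding, and upper-quartile factors 102 (83 lower) with 5 noncoding; the calls they lost were mostly lower ones, since 24 and 19 of the 28 higher genes kept theirs. Without a low-count filter 46 genes were higher and 20 were in the authors' deposited table. For these and the 4 other alternatives (library size alone, a mean CPM of at least 1, a mean count of at least 50 and a robust prior), every count not given here stayed within 1.5 times the first value.

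With the GC trend removed 0 genes were called in either direction, 0 noncoding and 0 in the authors' deposited table, while 1911 had an unadjusted p-value under 0.05. The primary response passed the threshold there (fry adjusted p = 0.0107), and the oligodendrocyte lineage turned up (0.467). With the GC trend removed and library 6 left out, 5684 genes were called (2532 higher, 3152 lower), 254 noncoding and 132 in the authors' deposited table, and 27 of the 28 higher and 199 of the 217 lower genes kept their calls. In that fit the adjusted p-values were 0.00552 for the primary response and for microglia, 0.0473 for the cAMP pathway, 0.0159 for neurons and 0.0195 for the oligodendrocyte lineage, which turned up. Without mitochondrial ribosomal RNA 207 genes were called, and 28 higher and 177 of the 217 lower genes kept their calls. No named gene and no list changed its side of the threshold there.

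Camera with a preset correlation moved the primary response (8.21e-12), microglia (2.20e-04) and neuron (0.0133) lists past the threshold and turned the oligodendrocyte lineage up (0.917), as did camera with an estimated correlation (0.968) and upper-quartile factors (0.997).

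Of the 20 named genes, Bdnf alone changed direction, with log2 fold changes from -0.10 (without library 5) to 0.31 (without library 4) across the 6 fits that each left out 1 library, -0.28 with the GC trend removed and -0.33 with the GC trend removed and library 6 left out. Leaving out library 1, 2, 3, 4 or 5 each moved 14 named genes back over the threshold, as did the GC correction; glmTreat moved 11, upper-quartile factors 5, limma-voom 4, RLE factors 2 and the mean CPM filter 1. Quality weights brought 5 further named genes past it, leaving out library 6 brought 4 with or without the GC correction, DESeq2 3 and no filter 2.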

Other observations

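Tests of cell composition, of mitochondrial ribosomal RNA, of a swapped label, of gene span in the uncorrected fit and of noncoding genes away from coding ones were chosen only after the results were seen. The tests of GC content were chosen after the trend on GC was seen, but before any corrected value was; those of neighbouring genes and of other splits were written before their results.

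Every other split of the 6 libraries into 3 and 3 was fitted in the same way. With 10 splits, the real one included, the share cannot fall under 0.1, so that none of these counts excludes a result that arises by the choice of libraries. As many genes past the threshold were found in 1 of the 10 splits for the 245 calls, and in 1 of 10 for the 217 lower genes. At least 28 genes in 1 direction were found in 2 of the 10 splits, since the split of libraries 1, 3 and 6 against 2, 4 and 5 gave 95 calls. As many noncoding calls were found in 1 of 10 splits, and as many genes of the authors' deposited table in 1 of 10. The genes of the authors' deposited table had themselves been selected as higher with forskolin. The real split was thus favoured in advance for that last count, and no conclusion is drawn from it. An unadjusted fry p-value as small was found in 1 of the 10 splits for the primary response, 4 for the late response, 2 for the cAMP pathway, 5 for astrocyte, 9 for oligodendrocyte lineage, 3 for microglia and 2 for neuron markers.

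GC-rich genes were lower in all 3 forskolin libraries. A lower share of neurons in the treated cultures, as the only difference in composition, would raise the markers of the other cell types to a like degree. Instead the median log2 fold change of the microglia markers lay 4.38 above that of the astrocyte markers, beyond the spread within the lists (SD 1.55 and 0.49 over 12 genes each), and library 6, with the largest fall of GC-rich genes, had a neuron marker median of 0.27. The gap of 4.38 does not exclude fewer neurons together with more microglia in libraries 4 and 5, where the neuron marker medians were -0.81 and -0.84. A GC content bias between the libraries may explain part of the excess of lower calls, but this stays open. After each library's trend was removed, 217 of the 217 lower genes were no longer called, and their median log2 fold change went from -0.89 to -0.39. The 28 higher genes also lost their calls, but their median went only from 2.49 to 2.43. With library 6 left out as well, the same correction left 199 of the 217 lower genes called, and 3152 genes were lower against 2532 higher, where without the correction 2902 were lower and 2796 higher. Whether GC bias could be the whole cause cannot be told apart from a response of GC-rich genes, because every forskolin library lies to one side of the DMSO libraries. Of the 217 genes, 126 kept an unadjusted p-value under 0.05 after the correction, but these genes had been selected for being lower. The share of mitochondrial ribosomal RNA also separates the groups, and a response to forskolin itself stays open.

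Microglia and myelin genes were high in forskolin libraries 4 and 5 and not in library 6. Cx3cr1, Csf1r and Ctss are among them, and Ctss had 23.2 CPM in library 4, 48.7 in library 5 and 0.627 in library 6, against 0.486 ± 0.152 (SD, n = 3) in the DMSO libraries. The median log2 ratio of the oligodendrocyte lineage markers to the DMSO mean was 1.36, 1.05 and -0.47 in libraries 4, 5 and 6, whereas Pdgfra, a marker of oligodendrocyte precursors, had 160, 242 and 301 CPM against 270 ± 23.1 (SD, n = 3) in the DMSO libraries. GC content bias is argued against, since the median log2 fold change of the microglia markers was 4.56 after the trend was removed. An uneven share of mitochondrial ribosomal RNA shifts the depth left for other genes by -0.21 on the log2 scale, far less than the change. A DMSO culture mislabelled as library 6 is argued against by 11 of 40 primary response genes that exceeded 2 times the highest DMSO library in library 6, whereas 3, 0 and 0 of them exceeded 2 times the highest other DMSO library in DMSO libraries 1, 2 and 3. More microglia and mature oligodendrocytes in the cultures, or in the material, of libraries 4 and 5 is a candidate explanation that stays open. All 12 microglia markers were above every DMSO library in library 4 and 11 in library 5, the exception being Tmem119, but this count describes the pattern itself and does not separate this explanation from others. The marker C1qa reached 39.9 and 63.4 CPM in libraries 4 and 5, against 1.23 ± 0.536 CPM (SD, n = 3) in the DMSO libraries. Of the 12 markers, 6 averaged at least 1 CPM in the DMSO cultures and 7 are in the authors' deposited table. An effect of forskolin in every treated culture would raise these markers in library 6 as well. There only 2 of the 12 microglia markers were above every DMSO library, and 0 exceeded 2 times the highest DMSO library. These counts go against such an effect, but they rest on 1 library and do not exclude it. The labels do not say whether libraries 4 and 5 share a dissection or a preparation, so a batch was not tested.

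With all 6 libraries and edgeR, noncoding genes were called higher more often than protein-coding genes. The odds ratio of 4.30 differed between settings. It was 0.587 with DESeq2, 0.653 without library 6, 0.825 with library quality weights, 0.551 with the GC trend removed and library 6 left out, and 1.01 without a low-count filter. It was 13.5 with a mean count of at least 50, 10.4 with a mean CPM of at least 1, 4.87 without mitochondrial ribosomal RNA, 3.87 with library size alone, 3.34 with a robust prior, 3.30 with upper-quartile factors, 3.03 with RLE factors, 2.52 with limma-voom and 1.43 with a glmTreat fold of at least 1.2. If reads of a neighbouring or overlapping induced gene were the source, most would lie by a coding gene called higher, but 0 of the 9 lie within 10 kb of one. The explanation stays open for the 7 that overlap a coding gene, because intronic reads of its unspliced transcript could be counted for the noncoding gene. The coding gene had a positive log2 fold change in 7 of 7, from 0.14 to 1.30. Of these coding genes 0 had an edgeR adjusted p-value under 0.05, but the smallest, that of Ovca2, was 0.05004. Crem passed with DESeq2 (adjusted p = 0.00100). The explanation is argued against for the 2 that overlap no protein-coding gene, A330074H02Rik and Gm26803. These have none within 10 kb, and the nearest lie 44.0 and 56.4 kb away. Both were chosen after their values were seen, with log2 fold changes of 1.44 and 1.37.

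The genes called higher were short in the genome. The 18 protein-coding genes among them had a median genomic span of 6.26 kb, against 26.6 kb for coding genes matched on expression (95% of 10000 draws between 13.2 and 57.4 kb; permutation p = 1e-04, the smallest these draws can give). GC content bias is argued against as the source, since as many coding genes taken by p-value after the GC trend was removed had a median span of 5.07 kb (permutation p = 2e-04). Short genes may be over-represented because their transcripts are completed first within the 30 min of treatment. The 6.26 kb does not separate this from a class of induced genes that is short for other reasons, and the 212 protein-coding genes called lower were also shorter than matched genes, at 16.0 kb against 31.5 kb (permutation p = 1e-04).

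The libraries also differed in sex-linked transcripts, which the labels do not cover. The summed expression of the Y-linked genes Ddx3y, Uty, Kdm5d and Eif2s3y was 16.1, 46.9 and 68.9 CPM in DMSO libraries 1, 2 and 3, and 92.8, 87.0 and 70.4 CPM in forskolin libraries 4, 5 and 6 (exact permutation p = 0.1). Xist had 118.6, 53.3 and 97.6 CPM in the DMSO libraries and 71.4, 147 and 86.0 CPM in the forskolin libraries (exact permutation p = 0.7). No biological explanation was tested.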
